# Sparstolonin B Inhibits Pro-Angiogenic Functions and Blocks Cell Cycle Progression in Endothelial Cells

**DOI:** 10.1371/journal.pone.0070500

**Published:** 2013-08-05

**Authors:** Henry R. Bateman, Qiaoli Liang, Daping Fan, Vanessa Rodriguez, Susan M. Lessner

## Abstract

Sparstolonin B (SsnB) is a novel bioactive compound isolated from *Sparganium stoloniferum*, an herb historically used in Traditional Chinese Medicine as an anti-tumor agent. Angiogenesis, the process of new capillary formation from existing blood vessels, is dysregulated in many pathological disorders, including diabetic retinopathy, tumor growth, and atherosclerosis. In functional assays, SsnB inhibited endothelial cell tube formation (Matrigel method) and cell migration (Transwell method) in a dose-dependent manner. Microarray experiments with human umbilical vein endothelial cells (HUVECs) and human coronary artery endothelial cells (HCAECs) demonstrated differential expression of several hundred genes in response to SsnB exposure (916 and 356 genes, respectively, with fold change ≥2, p<0.05, unpaired t-test). Microarray data from both cell types showed significant overlap, including genes associated with cell proliferation and cell cycle. Flow cytometric cell cycle analysis of HUVECs treated with SsnB showed an increase of cells in the G1 phase and a decrease of cells in the S phase. Cyclin E2 (CCNE2) and Cell division cycle 6 (CDC6) are regulatory proteins that control cell cycle progression through the G1/S checkpoint. Both CCNE2 and CDC6 were downregulated in the microarray data. Real Time quantitative PCR confirmed that gene expression of CCNE2 and CDC6 in HUVECs was downregulated after SsnB exposure, to 64% and 35% of controls, respectively. The data suggest that SsnB may exert its anti-angiogenic properties in part by downregulating CCNE2 and CDC6, halting progression through the G1/S checkpoint. In the chick chorioallantoic membrane (CAM) assay, SsnB caused significant reduction in capillary length and branching number relative to the vehicle control group. Overall, SsnB caused a significant reduction in angiogenesis (ANOVA, p<0.05), demonstrating its *ex vivo* efficacy.

## Introduction

Sparstolonin B (SsnB) is a novel bioactive compound isolated from the plant *Sparganium stoloniferum*, a perennial, aquatic plant grown in North and East China, whose tubers have long been used in Traditional Chinese Medicine (TCM) for the treatment of several inflammatory diseases and as an anti-spasmodic and anti-tumor agent. NMR and X-ray crystallography have identified SsnB as a polyphenol with structural similarities to isocoumarins, a class of compounds that often exhibit anti-coagulant, anti-inflammatory, and anti-tumor properties [1]–[3]. SsnB may hold potential as a safe, non-toxic pharmaceutical agent for the treatment of several pathological conditions. At concentrations up to 100 μM, SsnB does not exhibit cytotoxic effects on various cell types, including mouse peritoneal macrophages, HUVECs, human aortic smooth muscle cells, and monocytic THP-1 cells [3]. Prior research has shown that SsnB exhibits strong anti-inflammatory effects on mouse and human macrophages by selectively inhibiting the inflammatory responses of macrophages to ligands for Toll-like Receptor (TLR) 2 and TLR4. SsnB has also been shown to suppress downstream signaling pathways after TLR2 and TLR4 activation, including MAPK and NF-κB [3]. These findings suggest that SsnB may be an antagonist to TLR2 and TLR4.

Angiogenesis refers to capillary formation from existing blood vessels. Angiogenesis plays an important role in many physiological events in the body, including wound healing, embryogenesis, and female reproductive processes [4], [5]. During these normal processes, angiogenesis is highly regulated. Unregulated, excessive angiogenesis contributes to many pathologies, such as rheumatoid arthritis, psoriasis, retinopathy, and tumor growth and metastasis [6]. Inhibiting pathological angiogenesis may prove to be an effective therapy for these angiogenesis-related diseases.

Angiogenesis is a complex process that occurs in several stages and involves interactions between cells, soluble factors, and extracellular matrix molecules. Endothelial cells play a key role in angiogenesis. Endothelial cells can secrete proteolytic enzymes which break down the basement membrane of an existing blood vessel, allowing the cells to invade the surrounding tissues, migrate in response to an angiogenic stimulus, and proliferate. Growth factors and other soluble proteins in the ECM often facilitate and regulate this process, including vascular endothelial growth factor (VEGF). The endothelial cells form a new lumen, start to secrete extracellular matrix molecules, and ultimately form a new capillary [7]–[9]. Mural cells are also recruited to the site and play an important role in angiogenesis. Angiogenesis may be inhibited at any of these key steps [10]. Targeting endothelial cell proliferation, cell migration, and chemotaxis have shown potential in angiogenesis inhibition.

In the present study, we demonstrate that SsnB inhibits endothelial cell functions related to angiogenesis in several *in vitro* functional assays, and we also show that SsnB inhibits angiogenesis in an *ex vivo* assay. The data suggests the potential of SsnB as an anti-angiogenic agent by showing inhibition of human endothelial cell tube formation and migration. We have also examined the effects of SsnB on endothelial cell gene expression, focusing in particular on pathways related to angiogenesis. In addition, our data show that SsnB arrests endothelial cell division in the G1 phase and downregulates the cell cycle proteins cdc6 and cyclin E2. Furthermore, SsnB caused a significant reduction in blood vessel length and branching number in the chick chorioallantoic membrane assay. Overall, these findings add anti-angiogenic and cytostatic properties to the list of diverse effects exhibited by SsnB.

## Experimental Procedures

### Materials

Sparstolonin B was purified from the plant *Sparganium stoloniferum* according to previously published methods [3]. The purity of SsnB was determined to be greater than 99% by HPLC, and a stability test was utilized to ensure that samples were consistently >99% pure.

*Cell Culture* – Human coronary artery endothelial cells (HCAECs), human umbilical vein endothelial cells (HUVECs), and human cardiac microvascular endothelial cells (HMVECs) were obtained from Lonza (Hopkinton, MA) and cultured on polystyrene, tissue culture-treated petri plates (100×20 mm) coated with 0.1% gelatin. HUVECs, HCAECs, and HMVECs were cultured in endothelial cell medium supplemented with 10% fetal bovine serum (FBS) and endothelial cell mitogen/growth supplement (Biomedical Technologies, Stoughton, MA). The endothelial cell medium was replaced every 2–3 days, and the cells were passaged after complete confluence was reached. Confluent plates were trypsinized and split, and the cells were cultured until the fourth passage was reached.

### Matrigel Tube Formation Assay

To initially determine if SsnB inhibited pro-angiogenic cell functions, a tube formation assay with Matrigel was performed. Growth factor reduced Matrigel (BD Biosciences, Bedford, MA) was added to the wells of a 96 well polystyrene culture plate and incubated at 37°C for 30 minutes. Cells (HUVECs, HCAECs, or HMVECs at passage 2 to 4) were added to each well to reach a final number of 20,000 cells per well. SsnB was added to the wells at a concentration of 1, 10, or 100 µM. Endothelial cell medium with DMSO (0.1%) was used as a vehicle control. Each group contained 4 replicates. The plates were placed in an incubator for 4 h. During the incubation, the endothelial cells formed elongated structures called cords, also known as tubes. After 4 h, neutral buffered formalin was added to fix the cells. Pictures of three non-overlapping fields were taken from each well. The lengths of single cell endothelial cords were measured with Image-Pro Plus (Media Cybernetics, Silver Spring, MD), and the sum of tube lengths for each well was determined. The average total length and standard deviation for each group were determined, and the appropriate statistical tests (ANOVA and Newman-Keuls) were completed. The tube formation assay was replicated three times for both HUVECs and HCAECs. The assay was also repeated with cardiac HMVECs.

### Cell Viability

A Live/Dead assay (Invitrogen, Eugene, OR) was utilized to investigate the effect of SsnB on cell viability. The Matrigel tube formation experiment was repeated with HUVECs in chamber slides at a concentration of 20,000 cells per well. The cells were treated with SsnB (1, 10, or 100 µM) or Vehicle Control (0.1% DMSO) as described above. After four hours of incubation, the slides were removed. A chamber slide containing HUVECs treated with 70% methanol for 30 minutes was used as a control for dead cell staining. The slides were aspirated and washed with PBS, and EthD-1 and calcein AM were added to each well. The plates were incubated in the dark, and images were taken with a light microscope at 10X magnification.

### Transwell Insert Cell Migration Assay

The cell invasion assay was performed with a Transwell insert system (6.5 mm diameter inserts with 8.0 µm pores in a polycarbonate membrane situated in wells of 24 well polystrene, tissue culture-treated plates, Corning Incorporated, Corning, NY). The Transwell inserts were coated with 0.1% gelatin for 30 min and incubated in low serum medium for 1 h. Cultured HUVECs were trypsinized and then resuspended in low serum medium (0.5% fetal bovine serum without endothelial cell mitogen), and added at 50,000 cells per insert. The cells were allowed to adhere to the inserts for 30 min. Next, various concentrations of SsnB (0.0001, 0.001, 0.01, 0.1, 1, 10, and 100 µM) or vehicle control (0.1% DMSO) were added to the Transwell inserts. After 30 min, the medium in the lower chamber for the experimental groups was replaced with low serum medium containing 10 ng/ml VEGF, establishing a chemoattractant gradient between the top insert and lower chamber. For the negative control group, the medium was replaced with low serum medium (0.5% fetal bovine serum). The plates were incubated for 8 h at 37°C. During the incubation, the cells migrated through the pores of the Transwell insert towards the lower chamber. At the end of this period, cells on the upper surface of the insert were removed, and migrated cells on the bottom side were fixed in formalin and stained with Hoechst dye (a fluorescent nuclear stain). The filter inserts were removed from the wells and mounted on glass slides. Cells were counted from four random fields observed with a 10X objective lens. The cell migration experiments were repeated three times at high SsnB concentrations (0.1, 1, 10, 100 µM) and one time at low SsnB concentrations (0.0001, 0.001, 0.01, 0.1 µM) for HUVECs.

### Cell Cycle Analysis

Cell cycle analysis was performed using propidium iodide staining and flow cytometry. HUVECs (approximately 75% confluent) cultured in 6 well polystyrene culture plates coated with 0.1% gelatin were serum starved for 24 hours in low serum medium containing 0.5% fetal bovine serum and no endothelial cell mitogen to synchronize the cells in the G0/G1 phase. After 24 hours, the low serum medium was replaced with treatments of either 100 µM SsnB or vehicle control (0.1% DMSO) diluted in complete growth medium (10% fetal bovine serum with endothelial cell mitogen) in triplicate. The treated cells were incubated for 24, 30, and 36 hours. After incubation, the cells were trypsinized, transferred to 5 ml polysytrene round bottom tubes (12×75 mm), and centrifuged. The medium was aspirated, and the cells were washed with PBS. After fixing the cells with ice-cold 70% ethanol for 15 min, the cells were centrifuged and stained with propidium iodide for 30 min. The samples were then analyzed with a flow cytometer (Beckman Coulter FC500). The unstained and stained cell groups were used to calibrate the settings on the flow cytometer. The data were collected and analyzed with ModFit software.

### Microarray Analysis

Confluent plates (100×20 mm polystyrene, tissue culture-treated petri plates coated with 0.1% gelatin, 75% confluent) of HUVECs and HCAECs (four plates for HUVECs, n = 2, and six plates for HCAECs, n = 3) were chosen for the microarray experiments. Half of the plates received complete growth medium (10% fetal bovine serum with endothelial mitogen) containing vehicle control (0.1% DMSO), and the remaining plates received complete growth medium containing 100 µM SsnB. The plates were incubated for 24 h to allow SsnB to have an effect on cellular gene expression. Following incubation, RNA isolation was completed with the RNeasy Mini kit from Qiagen. The cells were lysed, and RNA was isolated by using the RNeasy spin columns and following the protocol provided by Qiagen. Purified RNA was sent to the Medical University of South Carolina Proteogenomics Facility for microarray analysis. The GeneChip Human Genome U133 Plus 2.0 Array was utilized to track changes in gene expression due to SsnB treatment. Complete data was uploaded to the NCBI Gene Expression Omnibus database (accession number GSE44598).

### Real Time RT-PCR

After a careful analysis of the microarray data, key genes (CDC6, CCNE2, KITLG, ALDH3A1, CCNB1, CDC2, HMMR, DIAPH3, ANLN, and CDKN3) were chosen for quantitative real-time PCR (qRT-PCR) to verify the gene expression results. HCAECs and HUVECs were exposed to SsnB or vehicle control for 24 h (as previously described in the microarray section). For RT-PCR, RNA was isolated from the cells with the RNeasy Mini kit as described previously. After forward and reverse primer kits (Qiagen, Valencia, CA) were selected, the RNA was amplified. The one-step RT-PCR reactions were completed on the BioRad iCycler thermal cycler system in the Instrumentation Resource Facility at the USC School of Medicine. The expression levels were normalized, and RNA levels were quantified.

### Data Analysis

Microarray data analysis, including data normalization (robust multi-array average), identification of differentially expressed genes (comparative analyses with dChip software), and heat map construction, was carried out to determine how SsnB affects gene expression and affected pathways (n = 2 for HUVECs and n = 3 for HCAECs). After a careful analysis of the microarray data, several key genes were chosen for qRT-PCR to verify the gene expression results. The genes were chosen based on the following criteria: fold change ≥2, p<0.05, unpaired t-test with a false discovery rate approximating 0%, appearing in both data sets (HUVECs and HCAECs), and gene function relating to cell proliferation and/or angiogenesis. For qRT-PCR, the expression levels were normalized to the housekeeping gene GAPDH, and RNA levels were compared between groups with the ΔΔC_t_ method.

### Chick Chorioallantoic Membrane (CAM) Assay

Fresh fertilized Bovans eggs were obtained from Clemson University and stored at 4°C for no longer than one week. Methylcellulose discs were created with a solution of 0.5% methylcellulose (diluted in sterile deionized water). A methylcellulose solution of 100 micromolar SsnB was made by adding 1.1 microliters of stock SsnB (93 mM) to 1 ml 0.5% methylcellulose. A vehicle control solution was created by adding 1 microliter of dimethyl sulfoxide (DMSO) to 1 ml 0.5% methylcellulose. Discs were created by placing 20 microliter droplets of SsnB or vehicle control solution onto polytetrafluoroethylene tape (to minimize adherence during drying) and allowed to dry under a laminar flow hood. The fertilized eggs were placed in a humidified egg incubator with forced air circulation at 37°C. The eggs were automatically rotated every three hours. After 4 days of incubation, the eggs were removed and cracked. Chick embryos with intact yolks were placed in 100 mm petri plates. Each petri plate was placed in a weigh boat containing 13 ml Moscona's buffer and covered with cellophane wrap with two holes for air circulation. The plates were placed in a water-jacketed incubator (37C, 5% CO_2_) for 2 days. After 2 days of incubation, the methylcellulose discs containing either SsnB or vehicle control were placed on top of the CAM of each embryo in the right upper quadrant in an area near the allantoic vessels. After 2 additional days of incubation, the CAMs were examined and photographed with a dissecting stereomicroscope. Images of areas containing the discs and non-treated regions were analyzed with Image-Pro Plus software. Blood vessel length and branching number were quantified to measure the effect of SsnB on angiogenesis. The total vessel length was measured for areas containing the discs and for non-treated areas of the same size. Normalized vessel length was calculated by dividing the total length values of the treated regions by those of the non-treated regions. The same process was repeated for measuring the branching number. Each group contained seven embryos (calculated with PS 3.0.5 software, effect size of 50%, standard deviation of 30%, statistical power of 0.8, and α = 0.05). The CAM assay was completed two times.

## Results

### SsnB inhibits endothelial cell tube formation and cell migration

Figures 1 and 2 show representative results from the tube formation and cell migration assays with HUVECs. SsnB treatment resulted in a dose-dependent inhibition of HUVEC tube formation at concentrations between 1 and 100 μM (p<0.05, Newman-Keuls test). SsnB also demonstrated a dose-dependent inhibition of VEGF-induced cell migration at concentrations between 0.0001 and 0.1 μM (p<0.05), which leveled off between 0.1 and 100 μM (p<0.05). Experiments with HCAECs also demonstrated a dose-dependent inhibition (between 1 and 100 µM) of endothelial cell tube formation on the substrate Matrigel (Figure 1B). A dose-dependent inhibition of tube formation was also seen with cardiac HMVECs (see Figure S1). Results from the live/dead assay with HUVECs showed that SsnB had no effect on cell viability at the concentrations used. Cells treated with SsnB or vehicle control showed positive staining for live cells, but no staining for dead cells (red fluorescence). These data suggest that SsnB is able to inhibit endothelial cell morphogenesis and that cell migration, a crucial process in angiogenesis, may play a role.

**Figure 1:**
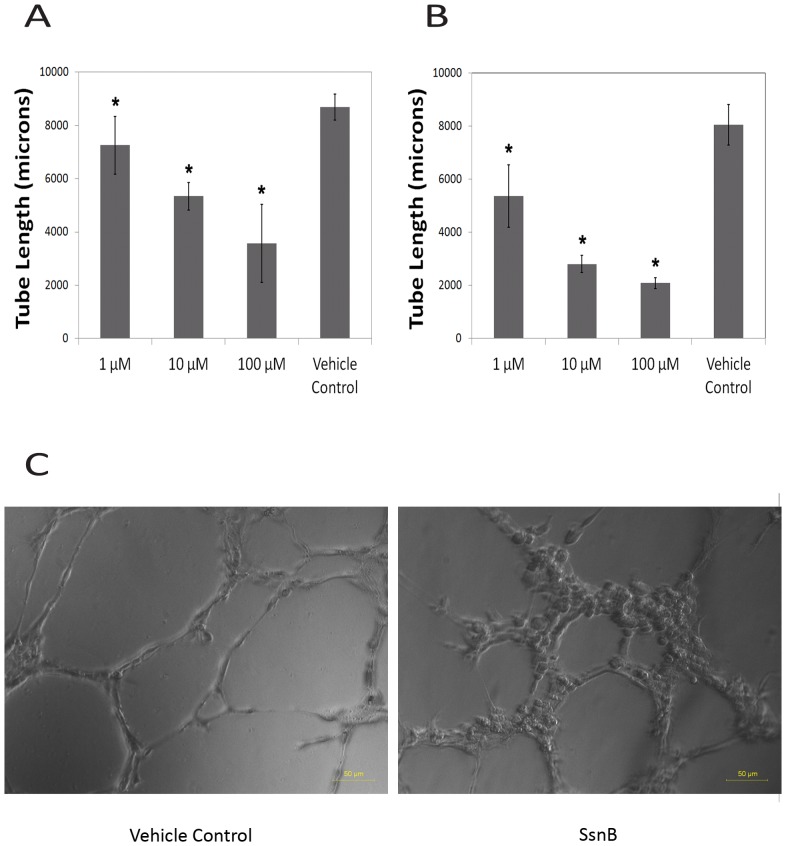
SsnB inhibits endothelial cell tube formation on Matrigel. A. Total tube length as a function of SsnB concentration in HUVECs. B. Total tube length as a function of SsnB concentration in HCAECs. *p<0.05 vs. vehicle control, Newman-Keuls test. C. Representative micrographs demonstrating tube formation in HUVECs (left – vehicle control, right – 100 µM SsnB).

**Figure 2:**
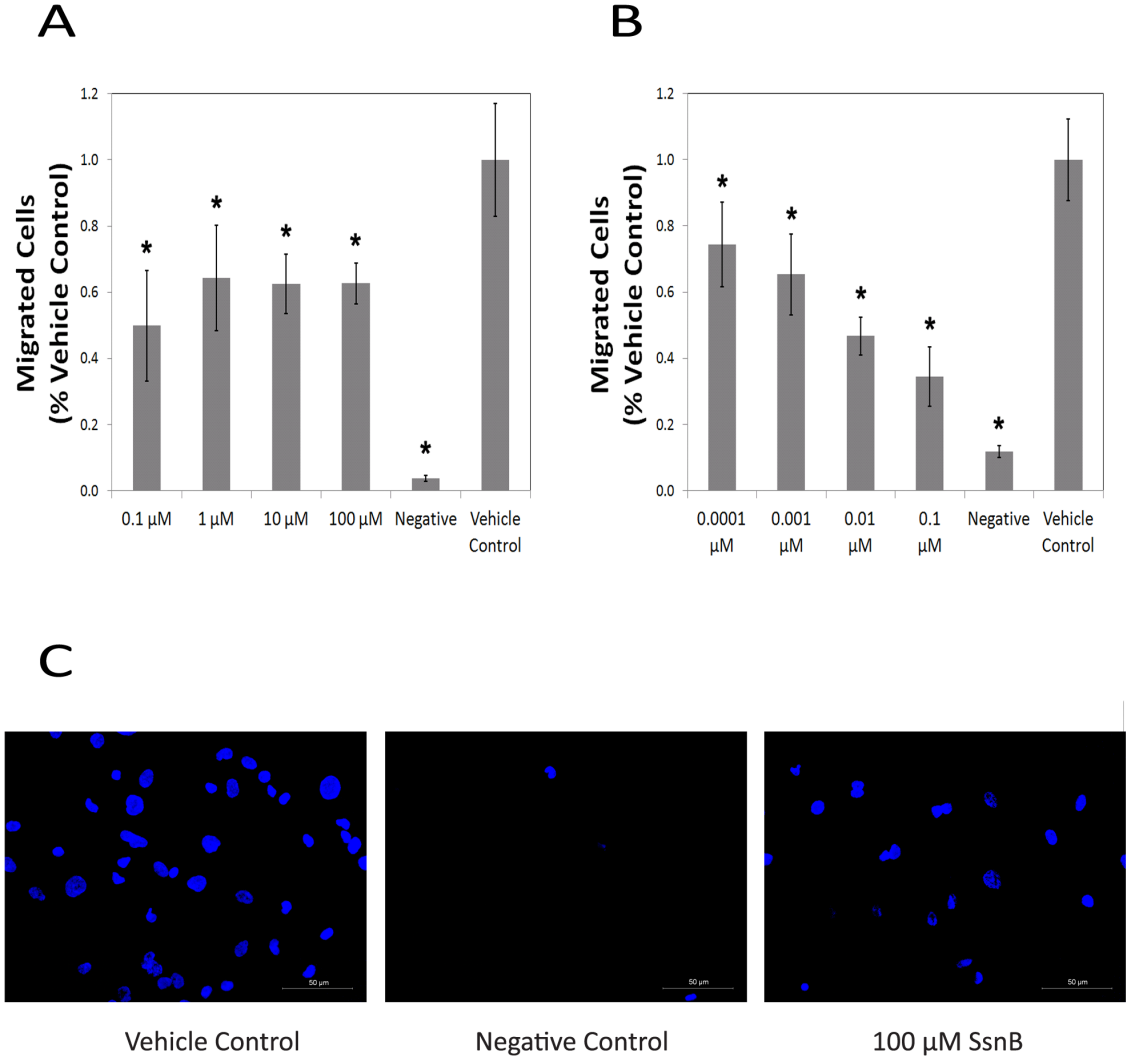
SsnB inhibits endothelial cell migration. A. Migrated cells as a function of SsnB concentration (0.1 to 100 µM). B. Migrated cells as a function of SsnB concentration (0.0001 to 0.1 µM) shows a dose-dependent response. *p<0.05 vs. vehicle control, Newman-Keuls test. C. Representative micrographs demonstrating cell migration (left – vehicle control, center – negative control, right – 100 µM SsnB).

### SsnB arrests endothelial cells in the G1 phase of the cell cycle

Figure 3 depicts representative results from the cell cycle experiments. In comparison to vehicle controls, flow cytometric cell cycle analysis of HUVECs treated with SsnB showed an increase of cells in the G1 phase and a decrease of cells in the S phase after 24, 30, and 36 hours of treatment. In untreated cells, the percentage of cells in S phase decreased and the percentage in G2/M increased from 24 to 36 hours after addition of growth medium, as expected once cells begin to re-enter and move through the cell cycle. Overall, these results imply that endothelial cells are being arrested in the G0/G1 phase, suggesting an inhibition of cell proliferation, an important step in angiogenesis.

**Figure 3:**
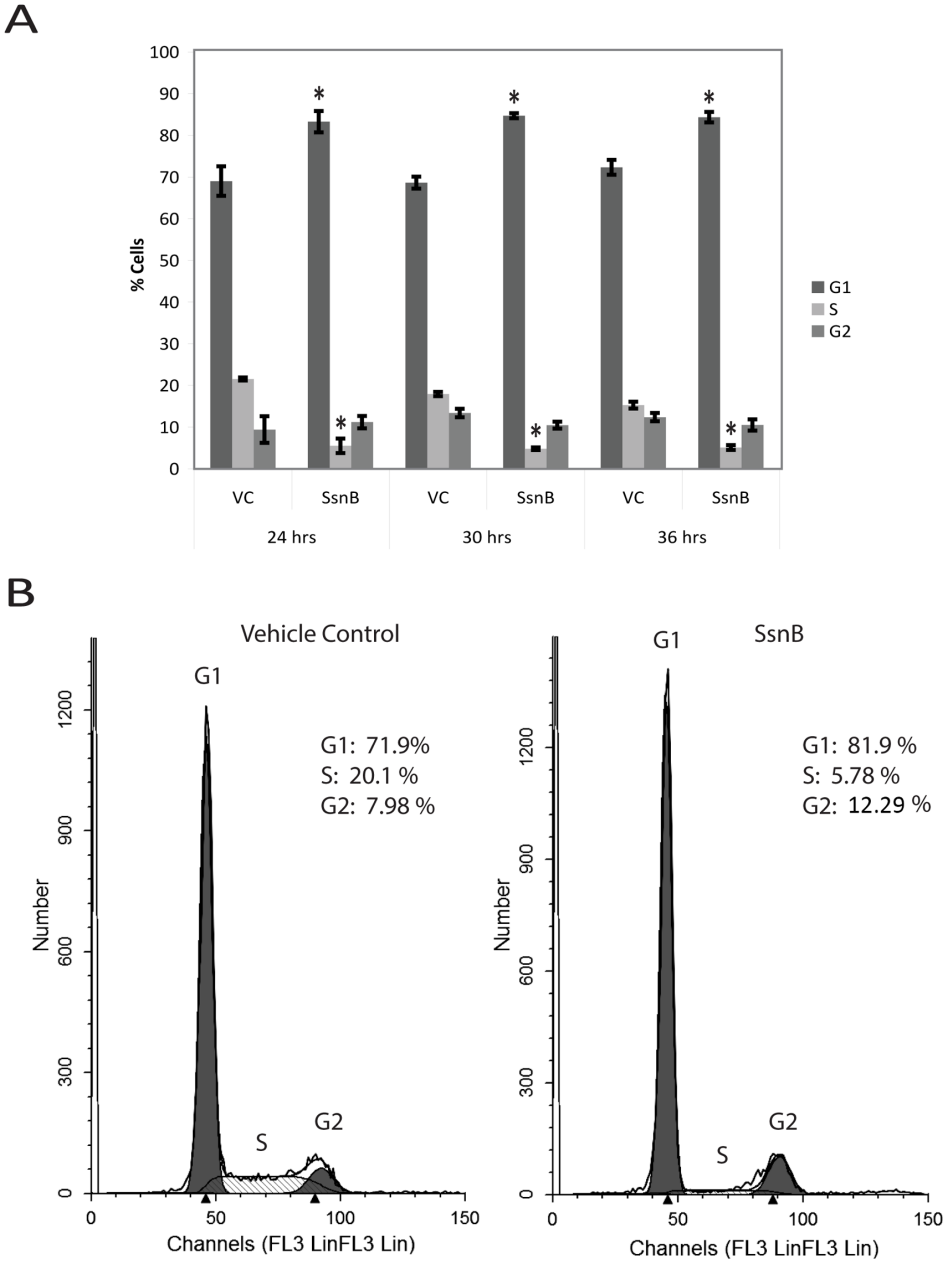
SsnB arrests endothelial cells in the G1 phase of the cell cycle. A. After 24, 30, and 36 hours of treatment, 100 µM SsnB decreased the percentage of cells in the S phase and increased the percentage of cells in the G1 phase. *p<0.005 vs. corresponding vehicle control, Newman-Keuls test. B. Representative cell cycle data demonstrating the increase in G1 cell percentage and decrease in S phase cell percentage after 24 hours of SsnB treatment (left – vehicle control, right – SsnB).

### SsnB changes the expression of genes associated with cell cycle and cell proliferation

Microarray experiments demonstrated differential expression of several hundred genes in response to SsnB exposure (916 genes for HUVECs and 356 genes for HCAECs, fold change ≥2, p<0.05, unpaired t-test with a false discovery rate approximating 0%). 

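Human umbilical vein endothelial cells (HUVECs), primary cells from the lining of the umbilical cord vein, were cultured for 24 h with 100 µM SsnB in 2 plates and with vehicle control (0.1% DMSO) in 2 plates. RNA from each plate was hybridized to its own Affymetrix U133 Plus 2.0 array, on which a gene is read by 1 or more probe sets. The authors normalized the arrays by robust multi-array average (RMA), which removes background, brings the arrays to a common distribution and gives a log2 value per probe set. The median log2 value was 7.23 and 7.26 on the SsnB arrays and 7.28 and 7.25 on the vehicle control arrays. Across probe sets, which are not independent replicates, the correlation was 0.998 between the SsnB arrays, 0.997 between the vehicle control arrays and 0.987 to 0.988 between arrays of different groups. Values at least 2-fold apart were found for 3 probe sets between the SsnB arrays, for 36 between the vehicle control arrays and for 1371 to 1487 between arrays of different groups. In the submitters' labels, the treatment tag of all 4 arrays was the opposite of their title and source name. The arrays were grouped by title and source name. With this grouping 10 of the 10 genes of Table 1 moved in the direction the paper reports, and its qRT-PCR values run the same way. Expression was compared with limma on the log2 values of 19740 genes, with 1 probe set per gene, the one with the highest mean, and p-values were adjusted by the method of Benjamini and Hochberg. Before the data were examined, 35 lists of genes were fixed, and each was set against the other genes with camera at a preset correlation of 0.01 between genes. The plates are not stated to come from separate donors or cultures, so the p-values measure the spread between these plates, which may be technical. The number of arrays limits the precision.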

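Expression of 4386 genes changed with SsnB at an adjusted p under 0.05 from limma, with 2222 higher and 2164 lower. This division by direction depended on the setting, with 2066 higher and 2418 lower with cyclic loess, 2451 and 2073 with arrays centred on the median, 2700 and 1979 with levelling on GAPDH, and 1221 and 1445 without vehicle control replicate 1. A change of at least 2-fold at that adjusted p was found for 678 genes, 255 higher and 423 lower. The largest increase was that of ATF3, a transcription factor induced by cell stress, which stood at 13.11 ± 0.015 (SD) with SsnB and 8.44 ± 0.022 with vehicle control on the 2 arrays of each group (log2 fold change 4.66, standard error 0.08, adjusted p = 7.2e-07). Its other probe sets had log2 fold changes of 3.11 and 1.38. In falling order, ATF3 was followed by NPTX1, a neuronal pentraxin gene (3.97), the chemokine gene CCL20, HSPA6, an inducible heat shock protein gene (3.69), and PTGS2, which encodes cyclooxygenase-2. Next came SLC7A2, a transporter of cationic amino acids (3.39), UBE2QL1 (3.02), ALDH3A1, LEISA1 (2.84) and EPS8L2 (2.81), with an adjusted p of 3.52e-05 or lower for each of the 10. Dimmer probe sets gave as little as 0.08 for SLC7A2, 0.0056 for LEISA1 and 0.014 for EPS8L2. Those of HSPA6 and UBE2QL1 gave 1.94 and 1.81. The largest measured decrease was that of PRND, which encodes the prion-like protein doppel. PRND dropped from 11.74 ± 0.018 to 6.10 ± 0.37 (log2 fold change -5.64, standard error 0.16, adjusted p = 3.54e-06 from limma). Its other probe set had a log2 fold change of -2.94. ASPM (-5.61), PBK, KIF20A, RRM2, NDC80, TOP2A, SHCBP1 (-4.53), E2F8 and NUF2 followed in that measured order. Apart from PRND and SHCBP1 these are genes of mitosis, DNA synthesis or their control. With SsnB, the means of ASPM (4.42), NUF2, NDC80, KIF20A, E2F8, SHCBP1 and PBK (5.45) lay below 5.85, the 25th percentile of probe set means. Decreases to such levels may be understated, so the order of these decreases, and that of PRND before ASPM, is not settled. Both SsnB arrays lay above both vehicle control arrays for 5588 genes and below them for 6097, which is 59.2% of genes where chance gives 33.3%. At the thresholds of the paper, a fold change of at least 2 and an unadjusted p under 0.05, limma called 1285 probe sets, 537 higher and 748 lower, with 841 distinct gene symbols. Without 1 of the vehicle control arrays the count of 4386 genes was 2666 or 2634. With the methods' t-test at equal variances, 4816 genes had an unadjusted p under 0.05 and 659 of them a fold change of at least 2, but 1 gene, TCL6, passed after Benjamini-Hochberg adjustment, a gene named after its values were seen.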

Table S1 and Table S2 present the results of the gene function enrichment analysis for HUVECs and HCAECs, respectively. 

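Genes of DNA replication and of chromosome segregation fell together in HUVECs exposed to SsnB. Whether these falls reflect a changed share of cells in each phase of the cell cycle was not tested. Of 36 measured genes of replication licensing and the replication fork, 30 fell, none rose and 6 did not pass the test (32 lower when adjusted over the list alone), with a median log2 fold change of -0.98 (adjusted p = 5.54e-18 from camera, and adjusted p = 0.448 with an estimated correlation). MCM10, which is needed to start replication forks, dropped from 9.16 ± 0.15 (SD, n = 2) to 6.28 ± 0.09 (SD, n = 2), a log2 fold change of -2.87 (standard error 0.10, adjusted p = 7.54e-06 from limma). Its other probe sets had log2 fold changes of -1.02 and -2.24. POLE2, a subunit of DNA polymerase epsilon, had a log2 fold change of -2.34, and CDC45, a part of the replicative helicase, of -2.04. All 23 measured genes of the kinetochore and centromere fell, also when adjusted over the list alone (median log2 fold change -1.66, adjusted p = 4.05e-21 from camera, and adjusted p = 0.448 with an estimated correlation). NDC80 and NUF2, partners in the complex that ties kinetochores to microtubules, had log2 fold changes of -5.03 and -4.20, and ZWINT of -3.47. Of 15 genes of chromosome condensation and cohesion, 9 fell and 6 did not pass (10 lower when adjusted over the list alone), with a median of -0.91 (adjusted p = 6.87e-07, and adjusted p = 0.448 with an estimated correlation). The decrease was -4.67 for TOP2A, which encodes DNA topoisomerase II alpha (-3.25 and, at a mean level of 4.31, -0.16 in other probe sets), and -3.20 for the condensin subunit NCAPG. Of 14 measured genes of homologous recombination and the DNA damage checkpoint, 11 fell and 3 did not pass (11 lower when adjusted over the list alone). Their median was -1.10 (adjusted p = 4.59e-08 from camera, and adjusted p = 0.448 with an estimated correlation). The largest decreases were those of BRIP1 with -2.83 (-1.08 in its other probe set) and RAD51AP1 with -2.08. Of 14 measured genes of nucleotide synthesis, 7 fell and 7 did not pass (8 lower when adjusted over the list alone), with a median of -0.42 (adjusted p = 4.02e-05, and adjusted p = 0.512 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, had a log2 fold change of -5.12 and the thymidine kinase gene TK1 of -2.16. The gene of thymidylate synthase, TYMS, had a log2 fold change of 0.13 (adjusted p = 0.339) and the sliding clamp gene PCNA of -0.18 (adjusted p = 0.270), both chosen after their values were seen. Among the markers of other cell types, those of fibroblasts were lower in the same arrays, with 4 of 9 lower, 1 higher and 4 not passing (4 lower and 1 higher when adjusted over the list alone). Their median log2 fold change was -0.11 (adjusted p = 0.0294 from camera, and adjusted p = 0.448 with an estimated correlation), and as low as -0.54 with the probe set of largest spread.

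**Figure D1:**
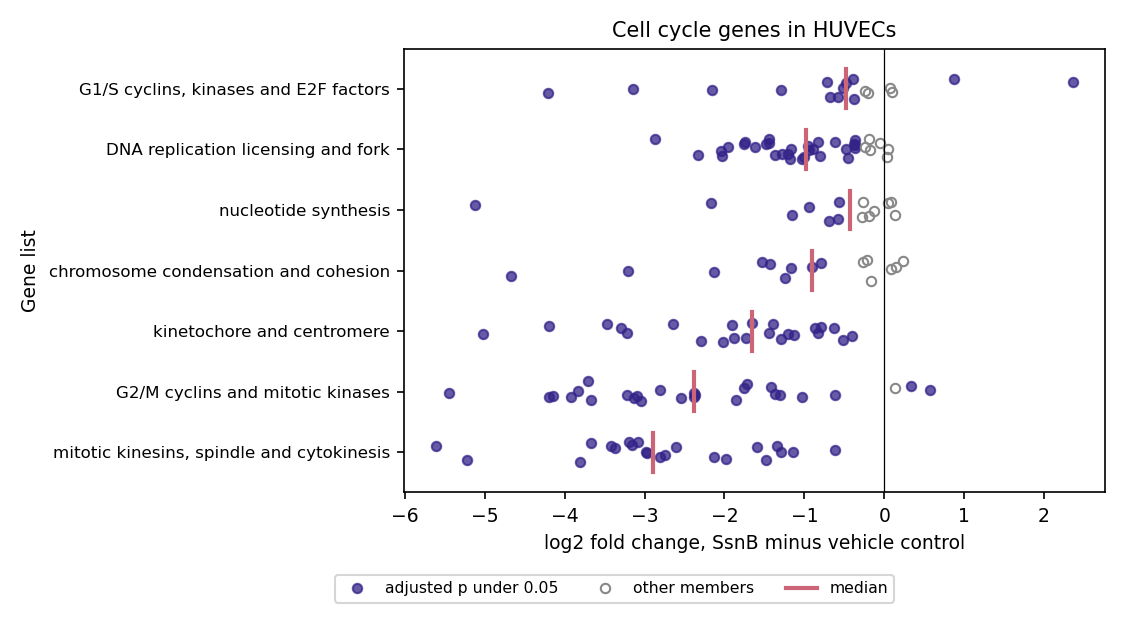
Log2 fold change with SsnB (x axis) of each measured gene in 7 lists of cell cycle genes (y axis), from 2 SsnB and 2 vehicle control arrays of HUVECs. Filled points are genes with an adjusted p under 0.05 from limma, open points the other members and bars the list medians, which lie between -0.42 for nucleotide synthesis and -2.89 for mitotic kinesins, spindle and cytokinesis.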

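Chemokines rose or did not pass the test in HUVECs exposed to SsnB, while their receptors and guidance cues moved in both directions. Those that fell were CXCR4, EFNB2, EPHB4, PLXND1, SEMA3A and UNC5B, and ACKR3 and SLIT2 rose. This split was made after the values were seen. Of 24 measured chemokines, chemokine receptors and guidance cues, 10 rose, 6 fell and 8 did not pass the test (11 higher and 6 lower when adjusted over the list alone). CCL20, which attracts lymphocytes and dendritic cells, stood at 11.20 ± 0.20 (SD, n = 2) with SsnB and 7.39 ± 0.19 (SD, n = 2) with vehicle control, a log2 fold change of 3.82 (standard error 0.13, adjusted p = 6.17e-06 from limma). The neutrophil chemokines CXCL3 and CXCL5 rose with log2 fold changes of 2.14 and 1.18. EFNB2, which encodes the arterial guidance cue ephrin-B2, had a log2 fold change of -1.56 (adjusted p = 3.52e-05). The gene of the receptor CXCR4 fell by 0.82 on the log2 scale and was chosen after its values were seen. Without vehicle control replicate 1, 6 of the list rose. The list as a whole was not shifted (median log2 fold change 0.22, adjusted p = 0.164 from camera), but was without vehicle control replicate 2 (adjusted p = 0.0293, in a range of 0.0293 to 0.718 over the alternatives). Of 14 measured genes of the contractile actin cytoskeleton and targets of the transcription factor SRF, ACTA2 rose, TAGLN and MYL9 fell and 11 did not pass (2 higher and 4 lower when adjusted over the list alone). ACTA2, the gene of smooth muscle actin, had a log2 fold change of 2.57 (adjusted p = 7.67e-06) with 0.18 and 0.14 in dimmer probe sets, and TAGLN, which encodes the actin-binding protein transgelin, of -1.26 (adjusted p = 7.25e-05) with -1.20 and 0.07 in its other probe sets. MYL9, a myosin light chain gene, had a log2 fold change of -0.61 (adjusted p = 0.00413), and of -0.24 (adjusted p = 0.0588, in a range of 2.66e-04 to 0.369 over the alternatives) as the mean of its probe sets. The median of this list was -0.07 (adjusted p = 0.271 from camera, and 0.0183 from fry, which does not set a list against other genes). Of 10 markers of smooth muscle cells and pericytes, the same ACTA2 rose, TAGLN fell and 8 did not pass (1 higher and 2 lower when adjusted over the list alone), with a median of -0.04, a mean of 0.11 and an adjusted p of 0.956 for a shift down.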

Overall, microarray data from both cell types showed significant overlap, including genes in pathways associated with cell proliferation, cytoskeleton, chemotaxis, and cell cycle, all areas implicated in angiogenesis. These results are consistent with the data obtained from the cell migration and cell cycle functional studies. 

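Genes of sprouting angiogenesis and of endothelial identity were more often lower than higher in HUVECs exposed to SsnB. Of 26 receptors and ligands of sprouting angiogenesis, 8 fell, 3 rose and 15 did not pass the test (11 lower and 3 higher when adjusted over the list alone). DLL4, the Notch ligand of endothelial tip cells, dropped from 11.05 ± 0.28 (SD, n = 2) to 8.97 ± 0.04 (SD, n = 2), a log2 fold change of -2.08 (standard error 0.13, adjusted p = 6.69e-05 from limma). HEY1, a target of Notch signaling, had a log2 fold change of -1.60, the receptor NOTCH4 of -1.32 and FLT4, the gene of VEGF receptor 3, of -1.31. Another probe set of NOTCH4 gave -0.18 (adjusted p = 0.264), and those of FLT4 gave -0.38 (adjusted p = 0.0757) and -0.14 (adjusted p = 0.592). KDR, the gene of VEGF receptor 2, had a log2 fold change of -0.41 (adjusted p = 0.0109), and an adjusted p of 0.0739 without vehicle control replicate 1, in a range of 9.64e-05 to 0.342 over the alternatives. The upper end of that range does not set KDR apart, since the adjusted p of DLL4 ranged from 4.67e-08 to 0.355. The 3 members that rose were JAG1 with 0.92 (0.24 to 1.41 in its other probe sets), ESM1 with 0.72 and VEGFB with 0.70, named like KDR after their values were seen. The adjusted p of VEGFB was 0.0331, but 0.0513 with cyclic loess, 0.0533 without SsnB replicate 2 and 0.0619 without vehicle control replicate 2, where its log2 fold change was 0.39, in a range of 0.00342 to 0.551 over the alternatives. VEGFA had a log2 fold change of -0.22 (adjusted p = 0.145). The median of the list was -0.21 (adjusted p = 0.0223 from camera, and adjusted p = 0.448 with an estimated correlation). That call was lost without vehicle control replicate 1 (adjusted p = 0.0664), with the mean of the probe sets of a gene (0.0885, median -0.10) and with the probe set of largest spread (0.102, median -0.13), in a range of 0.0132 to 0.448 over the alternatives. Of 18 genes of endothelial identity, 7 fell, 1 rose and 10 did not pass (11 lower and 1 higher when adjusted over the list alone), with a median of -0.26 (adjusted p = 0.00237, and adjusted p = 0.448 with an estimated correlation). Of these 18 genes, 4 fell without vehicle control replicate 1 or without vehicle control replicate 2, and PECAM1, chosen after its values were seen, lost its call with any 1 array left out, with either block of the replicates, with median centring and with levelling on GAPDH (log2 fold change -0.27, adjusted p from 0.0515 to 0.160 in these), with -0.54 to -0.12 in its other probe sets. Its adjusted p ranged from 8.73e-05 to 0.325 over the alternatives. The endothelial nitric oxide synthase gene NOS3 had a log2 fold change of -1.01 (0.26 with an adjusted p of 0.202 in its other probe set), the sialomucin gene EMCN of -0.96 and EGFL7, which encodes a secreted vascular protein, of -0.74. S1PR1, a sphingosine 1-phosphate receptor gene, was the member that rose, with 0.52 (adjusted p = 0.0601 without vehicle control replicate 1, in a range of 2.48e-04 to 0.352), while VWF, the von Willebrand factor gene, had 0.018 (adjusted p = 0.918), both chosen after their values were seen. Of 16 measured genes of matrix proteolysis, 3 rose, 3 fell and 10 did not pass (3 higher and 3 lower when adjusted over the list alone). PLAU, the gene of urokinase, rose from 11.53 to 13.35 (log2 fold change 1.81, adjusted p = 1.83e-05), while its receptor PLAUR had a log2 fold change of -1.14 and the protease gene CTSK of -0.94. MMP9 had a log2 fold change of -0.10 (adjusted p = 0.474). Without vehicle control replicate 1, 1 of the list rose. This list was not shifted, with a median of -0.014, a mean of 0.0014 and an adjusted p of 0.752 for a shift down.

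**Figure D2:**
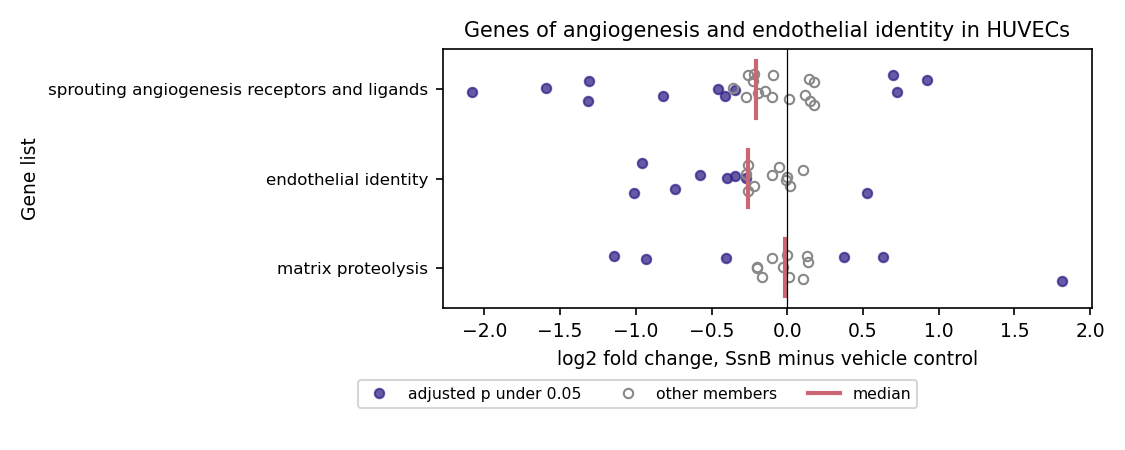
Log2 fold change with SsnB (x axis) of each measured gene in 3 lists of genes of angiogenesis and endothelial identity (y axis), from 2 SsnB and 2 vehicle control arrays of HUVECs. Filled points are genes with an adjusted p under 0.05 from limma, open points the other members and bars the list medians of -0.21, -0.26 and -0.014.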

From this microarray study, it is clear that SsnB regulates genes involved in angiogenic processes in HUVECs and HCAECs.

### Real Time RT-PCR

Following microarray data analysis, key genes (listed in Table 1) were chosen for verification with real time RT-PCR. Cyclin E2 (CCNE2) and Cell division cycle 6 (CDC6) are regulatory proteins that control cell cycle progression through the G1/S checkpoint. Both CCNE2 and CDC6 were downregulated in the microarray data. qRT- PCR confirmed that gene expression of CCNE2 and CDC6 was downregulated after SsnB exposure to 64% and 35% of controls, respectively, for HUVECs and to 57% and 14% of controls, respectively, for HCAECs. 

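On the HUVEC arrays both genes fell. CCNE2, whose product activates the kinase that starts S phase, had an expression of 9.42 ± 0.37 (SD, n = 2) with vehicle control and 7.26 ± 0.30 (SD, n = 2) with SsnB, a log2 fold change of -2.16 (standard error 0.19, adjusted p = 3.20e-04 from limma). This is a 4.47-fold decrease. CDC6, which loads the replicative helicase onto DNA, had 8.76 ± 0.06 (SD, n = 2) with vehicle control and 6.73 ± 0.18 (SD, n = 2) with SsnB, a log2 fold change of -2.04 (standard error 0.10, adjusted p = 2.81e-05) or a 4.10-fold decrease. The other probe set of CCNE2 had a log2 fold change of -1.94 and that of CDC6 of -2.27. For both genes each SsnB array lay below each vehicle control array. CCNE1, which encodes the other cyclin E, had a log2 fold change of -0.21 (standard error 0.10, adjusted p = 0.201) and was chosen after its values were seen. By flow cytometry the paper found more HUVECs in G1 and fewer in S phase with SsnB. It proposes that lower CCNE2 and CDC6, which act at the G1/S checkpoint, may hold cells in G1. Proliferation, a step of angiogenesis, would then be hindered.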

Kit-Ligand (KITLG), also known as stem cell factor, is a protein involved in the differentiation and growth of stem cells. Aldehyde dehydrogenase 3 family, member A1 (ALDH3A1) is a protein involved in the aryl hydrocarbon receptor pathway. These genes were chosen for further study because they were highly upregulated by SsnB treatment in the microarray data set. 

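Both genes rose on the HUVEC arrays. KITLG had an expression of 10.32 ± 0.27 (SD, n = 2) with vehicle control and 12.95 ± 0.10 (SD, n = 2) with SsnB, a log2 fold change of 2.63 (standard error 0.13, adjusted p = 2.73e-05 from limma) or a 6.18-fold increase. The other probe sets of KITLG had log2 fold changes of 2.39, 2.72 and 0.10, the last at a mean level of 3.74, and the mean over all of them gave a 3.89-fold increase. ALDH3A1, which was read by 1 probe set, had 7.23 ± 0.04 (SD, n = 2) with vehicle control and 10.17 ± 0.10 (SD, n = 2) with SsnB, a log2 fold change of 2.94 (standard error 0.09, adjusted p = 4.43e-06) or a 7.68-fold increase. KIT, the gene of the receptor of the KITLG protein, went the other way, from 11.79 ± 0.08 (SD, n = 2) to 7.82 ± 0.33 (SD, n = 2), a log2 fold change of -3.97 (standard error 0.15, adjusted p = 9.33e-06), and was chosen after its values were seen. Of 9 targets of the aryl hydrocarbon receptor, ALDH3A1 among them, 4 rose, 1 fell and 4 did not pass the test, also when adjusted over the list alone. TIPARP, a feedback regulator of the receptor, had a log2 fold change of 1.24 (adjusted p = 1.17e-04), and NQO1, a quinone reductase gene that is a target of NRF2 as well, of 1.18 (adjusted p = 1.05e-04). CYP1A1, the cytochrome P450 gene most used as a readout of the receptor, had a log2 fold change of -1.22 (adjusted p = 2.75e-04). AHRR, the gene of the receptor's repressor, rose with 0.70 (adjusted p = 0.00176), and CYP1B1, another cytochrome P450 gene, had 0.08 (adjusted p = 0.629), both chosen after their values were seen. The median of the list was 0.23 (adjusted p = 0.0361 from camera, and adjusted p = 0.536 with an estimated correlation). Without vehicle control replicate 1 its median was 0.08 and its adjusted p 0.0664, without vehicle control replicate 2 its median was 0.37, with dim probe sets left out 0.70, and with a crossed block of the replicates, added after seeing the data, its adjusted p was 0.0690, in a range of 0.0161 to 0.536 over the alternatives.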

In HUVECs, qRT-PCR analysis demonstrated that KITLG and ALDH3A1 expression was upregulated to 400% and 1280% of controls, respectively. In HCAECs, KITLG and ALDH3A1 expression was upregulated to 260% and 4620% of controls, respectively. The microarray data was supported in both data sets.

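In HUVECs, 2 of the 10 genes of Table 1 rose and 8 fell on the arrays at an adjusted p under 0.05 from limma, also when adjusted over the list alone. The study chose these genes on these arrays and their published values were read before the data were examined, so the count is not independent evidence of their direction. The log2 fold changes ran from -3.67 for HMMR and CDK1 (CDC2) to 2.94 for ALDH3A1, with a median of -2.26 (adjusted p = 1.91e-05 from camera, and adjusted p = 0.448 with an estimated correlation). CDKN3, which encodes a phosphatase of cyclin-dependent kinases, had an expression of 10.17 ± 0.14 (SD) with vehicle control and 7.80 ± 0.016 with SsnB, a log2 fold change of -2.37 (standard error 0.09, adjusted p = 1.13e-05). Its other probe set had a log2 fold change of -2.38. GAPDH, the reference gene of the qRT-PCR, stood at 14.91 ± 0.0042 with vehicle control and 14.88 ± 0.025 with SsnB, near the top of the range of the arrays (log2 fold change -0.04, standard error 0.08, adjusted p = 0.808). For each of the 10 genes the SsnB arrays lay on the same side of both vehicle control arrays. With the methods' t-test at equal variances all 10 had an unadjusted p under 0.05, and their adjusted p lay between 0.0773 and 0.150. In Welch's form of that test all 10 also had an unadjusted p under 0.05, with an adjusted p between 0.306 and 0.342. On linear values 9 had an unadjusted p under 0.05, and the adjusted p of the 10 lay between 0.0747 and 0.208.

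**Figure D3:**
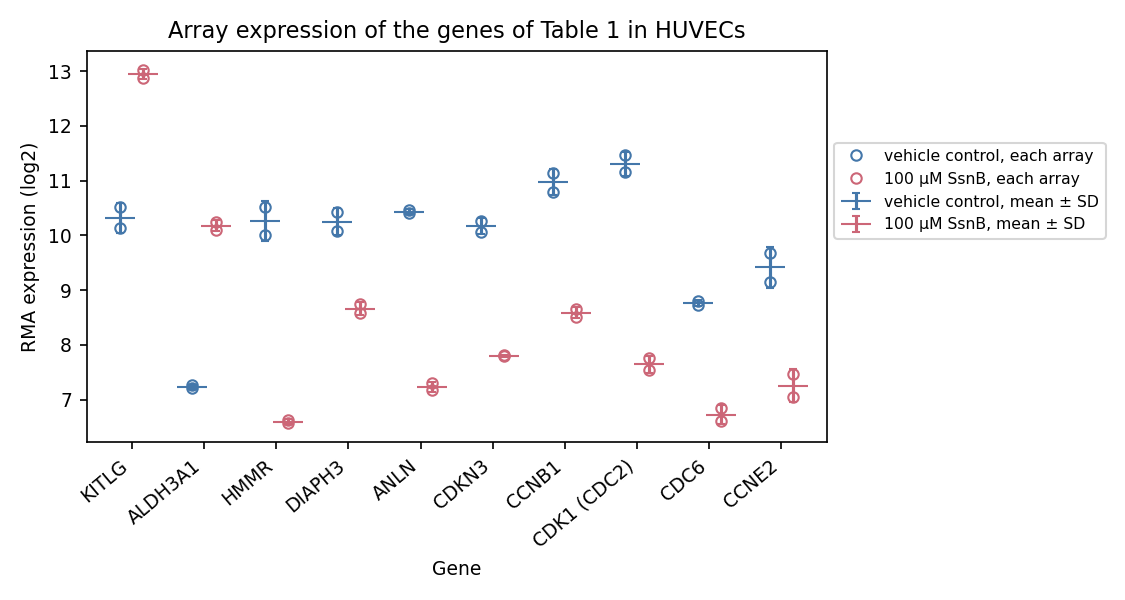
RMA expression on the log2 scale (y axis) of the 10 genes of Table 1 (x axis) on the 2 SsnB and 2 vehicle control arrays of HUVECs. Circles are arrays and bars the mean ± SD of a group. For KITLG and ALDH3A1 the SsnB arrays lie above the vehicle control arrays, and for the other 8 genes below.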

**Table 1:** Comparison of RT-PCR and Microarray Results.

	HUVECs			HCAECs		
Gene	2^ΔΔCt^ Value	Microarray Value	Microarray p-value	2^ΔΔCt^ Value	Microarray Value	Microarray p-value
KITLG	4.0	6.2	0.02795	2.6	2.1	0.00010
ALDH3A1	12.8	7.7	0.00609	46.2	8.8	0.00001
HMMR	0.24	0.11	0.03073	0.062	0.20	0.00006
DIAPH3	0.19	0.34	0.03248	0.26	0.38	0.00019
ANLN	0.20	0.09	0.00900	0.13	0.11	0.000001
CDKN3	0.18	0.19	0.01471	0.22	0.18	0.00018
CCNB1	0.40	0.19	0.02304	0.13	0.16	0.00003
CDC2	0.14	0.08	0.00440	0.17	0.20	0.00004
CDC6	0.35	0.23	0.01527	0.14	0.18	0.00185
CCNE2	0.64	0.24	0.01814	0.57	0.38	0.00180

Fold expression change vs. vehicle control.

### SsnB inhibits ex vivo angiogenesis in the CAM assay

The results from the CAM assay are depicted in Figure 4. Overall, SsnB treatment resulted in a significant decrease in normalized blood vessel length compared to the vehicle control group (ANOVA, p<0.05). In addition to reducing total blood vessel length, SsnB treatment also resulted in a significant decrease in the normalized branch number. Compared to the vehicle control, SsnB decreased the number of points where blood vessels branched into two or more separate vessels. Representative images of the CAM from the SsnB and vehicle control groups after two days of treatment are shown in figure 4. The methylcellulose discs released SsnB or vehicle control and were still present at the end of the experiment, as complete biodegradation did not occur. The transparency of the methylcellulose discs allowed easy imaging of the vascular network underneath the discs. Images were taken of regions of the CAM that received methylcellulose discs as well as regions that did not receive discs. For each embryo, the blood vessel length and branch number were measured for both treated and non-treated areas. A normalized value was calculated by dividing the treated areas by the non-treated areas. This approach allowed us to compensate for natural variations in vascular density among embryos that normally occur even in the absence of angiogenic inhibitors or stimulators. Overall, the SsnB-treated group showed fewer blood vessels, reduced vessel lengths, and fewer branches. The methylcellulose discs with SsnB not only inhibited angiogenesis in the area underneath the disc, but also demonstrated inhibition in the immediate area surrounding the discs. Compared to the SsnB group, the vehicle control group exhibited greater vessel lengths, more numerous vessels, and more vascular branching. In addition, SsnB had no effect on the viability or morphology of the embryos relative to the vehicle control.

**Figure 4:**
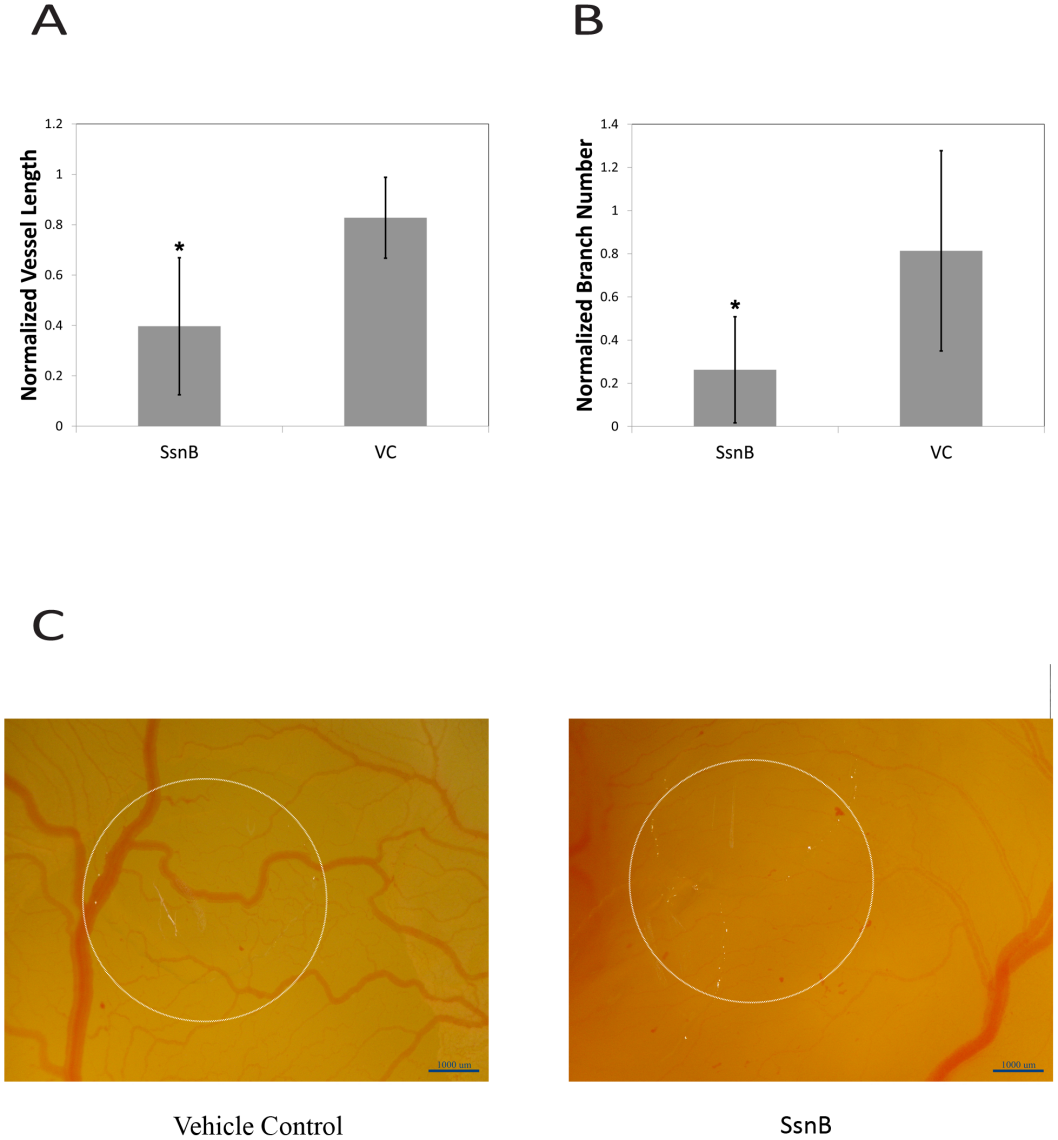
SsnB inhibits ex vivo angiogenesis in the CAM assay. A. 100 µM SsnB decreased normalized total blood vessel length. B. 100 µM SsnB decreased normalized branching number. *p<0.05 vs. vehicle control, Newman-Keuls test. C. Representative micrographs demonstrating blood vessels in the CAM assay (left – vehicle control, right – 100 µM SsnB, circles show approximate position of methylcellulose discs).

## Discussion

Pathological angiogenesis is associated with many disorders, including rheumatoid arthritis, diabetic retinopathy, and psoriasis. Recent research has shown that inhibiting angiogenesis may prove to be an effective therapeutic option in treating these disorders. In the present study, potential anti-angiogenic effects of SsnB were demonstrated in the *ex vivo* CAM assay and in several *in vitro* functional assays with endothelial cells, including the Matrigel tube formation assay and the Transwell insert cell migration assay. SsnB was also shown to arrest endothelial cells in the G1 phase of the cell cycle. The cellular functions tested in these assays represent key steps in angiogenesis that are inhibited by SsnB, including cell proliferation, cell migration, and chemotaxis. To further investigate the mechanism of action for SsnB, we utilized microarray analysis to examine how SsnB affected gene expression in endothelial cells. After SsnB exposure, genes associated with cell proliferation, cell cycle, chemotaxis, and the cytoskeleton were differentially regulated in both HUVECs and HCAECs. Our data suggest that SsnB alters gene expression in these pro-angiogenic pathways.

Targeting endothelial cell proliferation has shown potential in the area of angiogenesis inhibition. Endothelial cell proliferation may be inhibited in numerous ways, including the downregulation of cell cycle regulatory proteins [10]. Cyclins and cyclin dependent kinases are regulatory proteins that control progression through the cell cycle by regulating specific cell cycle checkpoints. Cyclins help activate cyclin dependent kinases, which phosphorylate downstream proteins that allow cells to progress through these checkpoints. Cyclin E2 (CCNE2) and Cell division cycle 6 (CDC6) are regulatory proteins that control progression through the G1/S checkpoint. CDC6 regulates DNA replication, and cyclin E2 activates cyclin-dependent kinase 2 [11], [12]. Downregulation of CCNE2 and CDC6 will trap cells at the G1/S checkpoint and prevent endothelial cells from initiating DNA replication. 

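The regulators of the G1/S transition mostly fell in HUVECs exposed to SsnB, with exceptions. Of 17 G1/S cyclins, kinases and E2F factors, 11 fell, 2 rose and 4 did not pass the test (12 lower and 2 higher when adjusted over the list alone). E2F8, a repressor among the E2F factors, dropped from 9.52 ± 0.18 (SD, n = 2) to 5.30 ± 0.10 (SD, n = 2), a log2 fold change of -4.21 (standard error 0.11, adjusted p = 2.94e-06 from limma). CCNA2, the gene of cyclin A2, had a log2 fold change of -3.14 (adjusted p = 1.91e-05). E2F7, a repressor related to E2F8, rose with a log2 fold change of 2.36 (standard error 0.13, adjusted p = 3.25e-05), and its other probe set gave 0.70. The other gene that rose was CCND1, the gene of cyclin D1, with 0.87 (adjusted p = 8.47e-04), chosen after its values were seen. The median of the list was -0.48 (adjusted p = 1.17e-04 from camera, and adjusted p = 0.448 with an estimated correlation), or -0.31 with the mean of the probe sets of a gene. Of 9 measured genes of CDK inhibitors and pocket proteins, 3 rose, 2 fell and 4 did not pass, also when adjusted over the list alone. CDKN1A, the gene of the inhibitor p21, rose from 13.23 ± 0.0058 (SD, n = 2) to 14.21 ± 0.09 (SD, n = 2), a log2 fold change of 0.98 (standard error 0.08, adjusted p = 2.79e-04). CDKN2B, the gene of p15, had a log2 fold change of 0.70 (0.32 in its other probe set) and CDKN1C, the gene of p57, of 0.48 (0.10 to 0.53 in its other probe sets). The pocket protein gene RBL1 had -0.57 (-0.85 to 0.04 in its other probe sets) and CDKN1B, the gene of p27, -0.44, the latter chosen after its values were seen. This list was not shifted as a whole (median log2 fold change 0.14, adjusted p = 0.484 from camera).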

Genes encoding the cell cycle regulatory proteins, Cyclin E2 (CCNE2) and Cell division cycle 6 (CDC6), were both downregulated by SsnB treatment. Overall, our data suggest that SsnB downregulates the cell cycle regulatory proteins CCNE2 and CDC6, potentially trapping cells in the G1 phase and hindering cell proliferation, an important step in angiogenesis [13]–[16].

Our data show that SsnB affects the gene expression of additional cell cycle regulatory proteins, including cyclin B1 (CCNB1) and cyclin dependent kinase 1 (CDC2). CCNB1 and CDC2 are regulatory proteins that control progression through the G2/M checkpoint. Downregulation of CCNB1 and CDC2 will trap cells at the G2/M checkpoint and prevent endothelial cells from entering the final stages of cell division. Table 1 demonstrates that CCNB1 and CDC2 were both downregulated by SsnB. In addition to preventing cell progression through the G1 checkpoint, SsnB may also prevent progression through the G2/M checkpoint by downregulating these additional cell cycle proteins [13]–[16]. This effect is less readily seen due to blockage at the G1 checkpoint in synchronized cells.

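Both genes were lower on the HUVEC arrays. CCNB1 had an expression of 10.97 ± 0.24 (SD, n = 2) with vehicle control and 8.59 ± 0.10 (SD, n = 2) with SsnB, a log2 fold change of -2.38 (standard error 0.12, adjusted p = 3.15e-05 from limma) or a 5.20-fold decrease. CDC2, now named CDK1, had 11.31 ± 0.22 (SD, n = 2) with vehicle control and 7.64 ± 0.15 (SD, n = 2) with SsnB, a 12.7-fold decrease (standard error 0.13 on the log2 scale, adjusted p = 6.90e-06). The other probe set of CCNB1 had a log2 fold change of -2.40, and those of CDK1 had -3.86, -3.47 and -1.92. Of 27 G2/M cyclins and mitotic kinases, 24 fell, 2 rose and 1 did not pass the test, also when adjusted over the list alone. PBK, a mitotic kinase gene, had a log2 fold change of -5.45, the spindle checkpoint kinase genes BUB1B and TTK of -4.20 and -4.15, and CDC20, an activator of the anaphase-promoting complex, of -3.92, with an adjusted p of 2.91e-05 or lower for each. The median of the list was -2.38 (adjusted p = 1.09e-21 from camera, and adjusted p = 0.448 with an estimated correlation). The 3 other members were chosen after their values were seen. WEE1, the gene of a kinase that inhibits CDK1, rose with 0.57 (adjusted p = 0.00523, and 1.08 in its other probe set), and CKS2 had 0.13 (adjusted p = 0.496). CDC25B, the gene of a phosphatase that activates CDK1, had 0.34 (adjusted p = 0.0244), and an adjusted p of 0.109 without SsnB replicate 1, 0.0571 without SsnB replicate 2, 0.0775 without vehicle control replicate 1, 0.118 without vehicle control replicate 2, 0.0615 with the replicate number as a block and 0.0618 with the probe set of largest spread, in a range of 0.00469 to 0.325 over the alternatives.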

*Sparganium stoloniferum* has long been used in Traditional Chinese Medicine for the treatment of cancer and seizures. Major chemical components from the stem and rhizome, including flavonoids, saponins, and phenylpropanoids, are responsible for these therapeutic effects [17]. Anti-tumor agents often exhibit anti-angiogenic effects, among other cancer suppressing properties. Inhibiting angiogenesis cuts tumors off from the vasculature, limiting growth and metastasis [18]. Previously published research has shown that extracts derived from *Sparganium stoloniferum* have demonstrated potent anti-cancer effects. Isolated chemical compounds from this herb, including a sucrose ester, a phenylpropanoid glycerol, carboxylic acid esters, and a phenylpropanoid glycoside, demonstrated anti-tumor activities [2], [19]. In addition, the polyphenolic structure of SsnB also reveals much about its potential therapeutic effects. Many plant-derived polyphenols have demonstrated anti-inflammatory and anti-angiogenic properties. Quercetin and resveratrol, both polyphenols isolated from red wine, have demonstrated anti-inflammatory and anti-angiogenic properties. In addition, oleuropein and hydroxytyrosol, both derived from virgin olive oil, reduce angiogenesis by inhibiting matrix metalloproteinase-9 (MMP-9) and cyclooxygenase-2 (COX-2) [20]. Emodin, another plant-derived polyphenol similar to SsnB, has also been shown to inhibit angiogenesis by targeting endothelial cell proliferation [21]. Emodin causes a downregulation of CCNB1 and CDC2 and a cell cycle arrest at the G2/M phase [22].

In addition to its effects on the cell cycle and cell proliferation, SsnB also affects other key steps of angiogenesis, including cell migration and chemotaxis. The microarray data for both HUVECs and HCAECs demonstrates an enrichment of genes associated with both pathways, including diaphanous homolog 3 (DIAPH3), hyaluronan-mediated motility receptor (HMMR), and anillin (ANLN), an actin binding protein. Furthermore, it is also important to investigate potential upstream pathways that lead to the alterations in gene expression seen in the microarray data. 

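On the HUVEC arrays all 3 genes fell. HMMR, which encodes a hyaluronan receptor that also binds the mitotic spindle, dropped from 10.27 ± 0.37 (SD, n = 2) to 6.60 ± 0.04 (SD, n = 2), with a standard error of 0.16 for the log2 fold change (adjusted p = 1.47e-05 from limma), and its other probe set had a log2 fold change of -2.98. ANLN dropped from 10.43 ± 0.04 (SD, n = 2) to 7.24 ± 0.09 (SD, n = 2), a log2 fold change of -3.20 (standard error 0.09, adjusted p = 3.26e-06), with -3.93 in its other probe set. DIAPH3, a formin that nucleates actin filaments, dropped from 10.25 ± 0.25 (SD, n = 2) to 8.66 ± 0.11 (SD, n = 2), a log2 fold change of -1.59 (standard error 0.13, adjusted p = 2.15e-04). Of its other probe sets, one had a log2 fold change of -1.56 and the other, at a mean level of 4.41, of -0.21 (adjusted p = 0.446). The products of these genes also act in mitosis and cytokinesis, and all 22 measured genes of mitotic kinesins, the spindle and cytokinesis fell, also when adjusted over the list alone. Their median log2 fold change was -2.89 (adjusted p = 4.23e-26 from camera, and adjusted p = 0.448 with an estimated correlation). ASPM, a protein of the spindle poles, had a log2 fold change of -5.61, with -0.64 and -0.59 in dimmer probe sets, and the kinesins KIF20A and KIF15 had -5.22 and -3.80. Of the 22 members, 21 fell without SsnB replicate 2, without vehicle control replicate 1, without vehicle control replicate 2 or with the replicate number as a block.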

Previously published data have shown that SsnB can suppress the NF-κB pathway, and prior studies have demonstrated a link between NF-κB signaling and expression of cell cycle proteins. Genes for these regulatory proteins, such as CCNE2, CDC6, CCNB1, and CDC2, contain binding sites for NF-κB. SsnB may suppress the NF-κB pathway and cause a subsequent downregulation of the cell cycle regulatory proteins CCNE2 and CDC6. SsnB has also been shown to inhibit the MAPK pathways, including JNK, ERK, and p38 signaling, which all affect gene expression and cell proliferation [23]–[27]. We need to explore these relationships as potential mechanisms of angiogenesis inhibition.

Furthermore, the CAM assay allowed us to examine the effects of SsnB in an *ex vivo* system involving additional cell types beyond endothelial cells. Multiple cell types are involved in angiogenesis, including endothelial cells and supporting cells, such as pericytes, smooth muscle cells, macrophages, and myofibroblasts. Since our initial *in vitro* experiments only involved endothelial cells, we utilized the CAM assay to address the multicellular nature of angiogenesis. We are particularly interested in how SsnB affects macrophages. In the CAM assay, SsnB inhibited blood vessel branching. It has been demonstrated that macrophage production of matrix metalloproteinase-9 (MMP-9) plays an important role in vascular branching during neovascularization [28]. Prior research has shown that SsnB blocks TLR-2 and TLR-4 mediated inflammation in human and murine macrophages[3]. Furthermore, TLR signaling activates MMP production in macrophages [29]. We hypothesize that SsnB blocks TLR signaling and subsequently inhibits macrophage MMP-9 production required for blood vessel branching. Additional experiments could examine this relationship between SsnB, TLR signaling, macrophage production of MMP-9, and vascular branching.

Our current study with HUVECs and HCAECs demonstrates that SsnB inhibits angiogenic processes in functional assays, including the Matrigel tube assay and the Transwell insert cell migration assay, and that it downregulates multiple genes involved in pro-angiogenic pathways as shown by microarray analysis. We have also shown that SsnB inhibits *ex vivo* angiogenesis in the CAM assay. Future work with SsnB will reveal more about its mechanism of action, including cytoskeletal changes and possible binding sites. Overall, SsnB has proven to be a powerful bioactive compound with a multitude of useful therapeutic effects, including anti-angiogenesis and anti-inflammation.

## Supporting Information

Figure S1 **SsnB inhibits endothelial cell tube formation on Matrigel.** Total tube length as a function of SsnB concentration in HMVECs, *p<0.05 vs. vehicle control, Newman-Keuls test.
(TIFF) Click here for additional data file.

Table S1 **Gene function enrichment analysis for HUVECs in response to SsnB treatment.**
(DOCX) Click here for additional data file.

Table S2 **Gene function enrichment analysis for HCAECs in response to SsnB treatment.**
(DOC) Click here for additional data file.

# Supplementary material for: Sparstolonin B Inhibits Pro-Angiogenic Functions and Blocks Cell Cycle Progression in Endothelial Cells
**Source:** PLoS One. 2013 Aug 5;8(8):e70500. doi: 10.1371/journal.pone.0070500
**Supplement:** Table S1 — Gene function enrichment analysis for HUVECs in response to SsnB treatment.

**Supplementary Table S1**

C1: number of genes in a cluster or list that have this annotation term

C2: number of annotated genes in this cluster or list

C3: number of all genes on array that have this annotation term

C4: number of all annotated genes on array

P-value: binomial approximated p-value for hypergeometric distribution

# Supplementary material for: Sparstolonin B Inhibits Pro-Angiogenic Functions and Blocks Cell Cycle Progression in Endothelial Cells
**Source:** PLoS One. 2013 Aug 5;8(8):e70500. doi: 10.1371/journal.pone.0070500
**Supplement:** Table S2 — Gene function enrichment analysis for HCAECs in response to SsnB treatment.

**Supplementary Table S2**

C1: number of genes in a cluster or list that have this annotation term

C2: number of annotated genes in this cluster or list

C3: number of all genes on array that have this annotation term

C4: number of all annotated genes on array

P-value: binomial approximated p-value for hypergeometric distribution

How the deposited data were processed for this re-analysis (not part of the article)

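Gene expression was measured in HUVECs on Affymetrix U133 Plus 2.0 arrays, 2 plates treated with 100 µM SsnB and 2 with vehicle control for 24 h. The authors normalized the arrays by robust multi-array average (RMA), and the deposited values are on a log2 scale, which was read from their range of about 3 to 15 since no source states the base. The software and version used for RMA are not given in the sources used here, nor is whether the HUVEC arrays were normalized together with other arrays of the study. The paper's methods name dChip software and an unpaired t-test. The HCAEC arrays, the qRT-PCR, the flow cytometry and the functional assays were not analysed here.

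The table held 54675 probe sets. Of these, 62 control probe sets and 95 probe sets of a few genes that are not tabulated were left out, so that 54518 were tested. Probe sets were named from the annotation of the array platform, and symbols were updated through gene IDs to the RefSeq annotation of GRCh38.p14. Of the tested probe sets, 41032 had a single gene symbol, 1765 several and 11721 none here, and 40978 of the first were matched by gene ID. Probe sets with several symbols or none entered only the counts of probe sets. For each of 19740 genes the probe set with the highest mean over the 4 arrays was used. Of 10511 genes with several probe sets, 2920 had a probe set at an adjusted p under 0.05, and 10 of these had probe sets called in opposite directions. The array states no genome build, so no coordinates are given. No filter on dim probe sets was applied. The 25th percentile of probe set means was 5.85. For arrays the number of samples limits the precision, with 2 residual degrees of freedom, 5.11 prior degrees of freedom in limma and a median standard error of 0.0895 for a log2 fold change.

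The arrays were grouped by their title and source name, since their treatment tag gives the opposite groups. Expression was compared with limma 3.58.1 (lmFit and eBayes, default prior) in R 4.3.3, and p-values were adjusted by the method of Benjamini and Hochberg. The lists of genes, the rule for the genes to name and the alternatives were fixed before the data were examined, with the exceptions stated beside the results. The named genes are those the paper names, the 10 largest increases and 10 largest decreases at an adjusted p under 0.05 with non-overlapping groups, and up to 4 members with the largest change in each list. For each list, members that rose, fell or did not pass were counted, over all genes and adjusted over the list alone, and the list was tested with camera at a preset correlation of 0.01. No list kept an adjusted p under 0.05 with the correlation estimated from these arrays. The GIMAP list was drawn from Table S1 and the list of genes of Table 1 from the paper, both of which the study took from these arrays, and the subjects of the cell cycle lists follow functions the paper reports as enriched.

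The alternatives were arrays centred on the median, cyclic loess, arrays levelled on GAPDH, dim probe sets left out, the mean of a gene's probe sets, the probe set with the largest spread, an intensity trend with a robust prior, the methods' t-test in 3 forms (equal variances, linear values and Welch's form), the replicate number as a block, each array left out in turn, camera with the estimated correlation, and fry. A crossed block and the mean of Welch p-values over the probe sets of a gene were added after seeing the data. The fit was tested on simulated data for this comparison, with 100 genes changed 2-fold and 100 changed 4-fold among 19740 genes on 2 arrays per group. It recovered 100% of the 2-fold and 100% of the 4-fold genes with 0 sign errors, and 5.21% of its calls were unchanged genes. A shifted list had a camera p of 1.66e-41, or 0.00456 with an estimated correlation, and an unshifted list had 0.962.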

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

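Lists of genes that the paper does not analyse on its arrays were higher with SsnB, and 6 of them are given here for that reason. Of the tests below, that of leukocyte markers was chosen after the result was seen.

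Of 21 measured genes that the transcription factor NF-κB induces in inflammation, 16 rose in HUVECs exposed to SsnB, none fell and 5 did not pass the test (18 higher when adjusted over the list alone), with a median log2 fold change of 1.02 (adjusted p = 3.22e-13 from camera, and adjusted p = 0.448 with an estimated correlation). PTGS2 rose from 9.95 ± 0.46 (SD) to 13.53 ± 0.09 on the 2 arrays of each group, a log2 fold change of 3.58, the interleukin gene IL6 had 2.74 and the adaptor gene TRAF1 2.22, while the chemokine gene CCL2, chosen after its values were seen, had -0.015 (adjusted p = 0.933 from limma). Leukocytes in the SsnB plates as the main source of these transcripts are argued against by 9 leukocyte markers, of which 0 rose. The highest level of a marker with SsnB was 8.08, while the median level of the NF-κB targets was 11.85. A small number of leukocytes could not be excluded, since the markers are mostly dim. The median log2 fold change of the markers was -0.0681, in a range of -0.44 to 0.24. With the mean of a gene's probe sets 1 of 9 rose, and with dim probe sets left out 1 of the 3 left. At least 16 NF-κB targets rose under each of 3 other scalings. With these scalings the median log2 fold change of all genes lay between -0.0101 and 0.0276, small against 1.02 for the list. A scaling difference of that size is argued against as a cause. The authors' normalization itself was not tested, since the scalings were applied to the values it gave. An effect of SsnB on these genes stays a hypothesis, found and tested on the same arrays. The paper proposes that SsnB may suppress the NF-κB pathway and thereby lower CCNE2 and CDC6. With 16 of 21 NF-κB targets higher and none lower, these transcripts moved opposite to the direction such suppression would give. The activity of NF-κB itself was not measured.

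Targets of NRF2, which controls the response to oxidants, were higher, with 14 of 17 measured members up, none down and 3 not passing, also when adjusted over the list alone (median log2 fold change 0.84, adjusted p = 3.99e-10 from camera, and adjusted p = 0.448 with an estimated correlation), among them HMOX1 with 2.17, SLC7A11 with 1.46 and SQSTM1 with 1.37 (0.39 to 2.30 in its other probe sets). Of 18 measured p53 targets, 14 rose, none fell and 4 did not pass, also when adjusted over the list alone (median 0.88, adjusted p = 1.03e-10, and adjusted p = 0.448 with an estimated correlation), among them TP53I3 with 1.42 and XPC with 1.27. Of 17 targets of ATF4, 9 rose, 4 fell and 4 did not pass (10 higher and 5 lower when adjusted over the list alone), with ATF3, CEBPB (1.27) and SLC7A11 up and the serine synthesis gene PHGDH at -2.17 (median 0.37, adjusted p = 0.0466, and adjusted p = 0.536 with an estimated correlation). That call was lost without SsnB replicate 1 (adjusted p = 0.116) and without vehicle control replicate 1 (0.0664), with dim probe sets left out (0.139), the probe set of largest spread (0.106), the mean of probe sets (0.0793), cyclic loess (0.0616), levelling on GAPDH (0.0594), the replicate number as a block (0.0585) and the crossed block added after seeing the data (0.0690), in a range of 0.0205 to 0.536 over the alternatives, and 5 members rose without vehicle control replicate 1. Of 14 measured genes of the unfolded protein response of the endoplasmic reticulum, 3 rose, none fell and 11 did not pass, also when adjusted over the list alone, led by DNAJB9 with 0.92 (median 0.17, adjusted p = 0.0205, and adjusted p = 0.448 with an estimated correlation). Of its members, DNAJB9 alone rose with any 1 array left out or with the replicate number as a block, and the adjusted p of the list was 0.0550 without SsnB replicate 1, 0.0655 without vehicle control replicate 1, 0.0604 with dim probe sets left out, 0.0694 with the mean of probe sets (median 0.11) and 0.100 with the probe set of largest spread, in a range of 0.00316 to 0.448. Of 22 measured genes of the interferon response, 9 rose, none fell and 13 did not pass (10 higher when adjusted over the list alone), led by MX1 with 0.93 (median 0.29, adjusted p = 0.00224, and adjusted p = 0.536 with an estimated correlation). Of that list, 3 members rose and 2 fell without SsnB replicate 1, 3 rose without vehicle control replicate 1, and its median was 0.15 and its adjusted p 0.106 without SsnB replicate 1, with an adjusted p of 0.155 from fry, in a range of 5.47e-06 to 0.536, and without vehicle control replicate 1 that of MX1 was 0.100, in a range of 8.61e-04 to 0.400.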

How the results depend on the processing

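Of 161 named genes and 35 lists, none changed direction while called under any alternative run. Of the named genes 148 were called, and all 148 lost their call with each form of the methods' t-test. A high upper end of a range of adjusted p therefore does not by itself set a gene apart. The 4386 genes with adjusted p under 0.05 were 2634 to 3489 when 1 array was left out, with the lone array assumed to vary like the other group (2666 without vehicle control replicate 1, 2634 without vehicle control replicate 2), and fewer arrays were fitted there. The methods' t-test in each of its 3 forms left 1 gene, 0 genes at least 2-fold changed and 0 of the 10 genes of Table 1 after adjustment, as it estimates the spread of each gene from 4 arrays alone. Before adjustment, 4816, 4781 and 2828 genes had a p under 0.05 with equal variances, linear values and Welch's form. Camera with an estimated correlation left 0 of 21 called lists, with an adjusted p from 0.448 to 0.536, where fry called 24. With the estimated correlation, 3 lists had an unadjusted p under 0.05, the smallest 0.0198. The estimate was -0.0497 for NRF2 targets, 0.00826 for the GIMAP family and 0.00979 for sprouting angiogenesis, all below the preset 0.01. For these lists a higher correlation is argued against as the cause of the loss. The other called lists had estimates of 0.0196 to 0.693, and the cause was not tested further. Lists called by camera were 17 to 22 when 1 array was left out and 17 to 19 with the forms of the t-test. The other scalings and choices of probe set, the filter on dim probe sets and the intensity trend gave 4070 to 5347 genes, 508 to 840 genes at least 2-fold changed, 1056 to 1294 probe sets and 18 to 22 lists, all within 1.5 times. Same-numbered arrays were not shown to be paired (correlation of their deviations -0.154): with the replicate block 3306 genes and 20 lists were called, and with the crossed pairing, added after seeing the data, 4412 genes and 19 lists. Dim probe sets are limited by background, and differences there may be understated; leaving them out called 614 genes at least 2-fold changed.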

Differences from the paper's values

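The unadjusted p-values of the 10 genes of Table 1 from limma were lower than the paper's, which come from an unpaired t-test. The p from limma was 1.84e-07 for KITLG (the paper's value is 0.02795), 4.15e-09 for ALDH3A1 (the paper's value is 0.00609), 6.00e-08 for HMMR (the paper's value is 0.03073), 4.94e-06 for DIAPH3 (the paper's value is 0.03248) and 2.15e-09 for ANLN (the paper's value is 0.009). It was 3.43e-08 for CDKN3 (the paper's 0.01471), 2.25e-07 for CCNB1 (the paper's 0.02304), 1.22e-08 for CDC2 (the paper's 0.0044), 1.92e-07 for CDC6 (the paper's 0.01527) and 9.46e-06 for CCNE2 (the paper's 0.01814). Of the alternatives set before the data were examined, every one that uses limma gave a p more than 1.5 times from the paper's for each gene. The methods' t-test came within 1.5 times for CCNE2 at equal variances, for HMMR, DIAPH3 and CCNB1 on linear values, and in Welch's form for 7 genes, leaving ANLN (0.00352), CDKN3 (0.0257) and CDC6 (0.0250) apart. The mean of Welch's p over the probe sets of a gene that pass p under 0.05 and a fold change of at least 2, chosen after seeing the values, differs from the paper's by at most 0.0525% for 10 of 10 genes, and drops 0 of them. The fold changes from limma lie within 1.5 times of the paper's for 10 of 10 genes. KITLG by the mean of its probe sets (3.89, where the paper gives 6.2) and HMMR without vehicle control replicate 1 (0.0657, where the paper gives 0.11) are the settings set before the data were examined that do not.

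The paper counts 916 genes in HUVECs at a fold change of at least 2 and a p under 0.05. At these thresholds limma called 1285 probe sets, within 1.5 times of that count, and Welch's form of the methods' t-test called 928, with 667 distinct gene symbols. The paper gives a false discovery rate near 0 for its list. All 928 of the Welch calls were also called by limma, but their Benjamini-Hochberg adjusted p with Welch's test lay between 0.0867 and 0.495, while 1280 of the 1285 calls by limma had an adjusted p under 0.05.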

Other observations

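The tests of the ALDH3A1 and CYP1A1 pattern below were chosen after the result was seen. The test of the G2/M and replication lists was set before its result was seen.

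Genes of hypoxia and glycolysis fell in HUVECs exposed to SsnB, with 12 of 15 measured members lower, 1 higher and 2 not passing, also when adjusted over the list alone (median log2 fold change -0.74, adjusted p = 4.59e-08 from camera, and adjusted p = 0.448 with an estimated correlation). The hexokinase gene HK2 had a log2 fold change of -1.98 (-0.48 and -0.67 in its other probe sets) and the aldolase gene ALDOC of -1.79, while NDRG1, the member that rose, had 1.91. Of the 7 genes of the GIMAP family of GTPases, 6 fell and 1 did not pass, also when adjusted over the list alone (median -0.98, adjusted p = 1.52e-05, and adjusted p = 0.448 with an estimated correlation), with GIMAP7 at -1.53 and GIMAP2 at -1.21. The list was taken from the study's table of functions enriched on these arrays, so it is not independent evidence of its direction. GJA5, a gap junction gene of arterial endothelium, chosen after its values were seen, had a log2 fold change of -3.98 (standard error 0.16, adjusted p = 1.24e-05 from limma), and -1.60 in its other probe set.

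Of 13 measured genes of Toll-like receptor signaling, 2 rose, 4 fell and 7 did not pass (2 higher and 5 lower when adjusted over the list alone; median -0.13, adjusted p = 0.271, but 0.0183 from fry, in a range of 0.0183 to 0.691 over the alternatives). TLR4 had a log2 fold change of 0.64 (adjusted p = 0.0166, and 0.0629 without vehicle control replicate 2, in a range of 0.00114 to 0.479, and 0.46 to 0.60 in its other probe sets), TLR2 of 0.25 (adjusted p = 0.173) and TLR3 of -1.23 (adjusted p = 2.49e-04, and -0.92 and -0.27 in its other probe sets). Of 18 measured immediate early and feedback genes of the MAPK pathway, 4 rose, 4 fell and 10 did not pass (5 higher and 4 lower when adjusted over the list alone; median 0.09, adjusted p = 0.421), led by DUSP5 with 0.95. Of 10 measured BMP and TGF-β targets, 3 rose, 6 fell and 1 did not pass, also when adjusted over the list alone (median -0.43, adjusted p = 0.271), with ID2 at 1.07 and ID1 at -0.99. Of 15 measured genes of cholesterol synthesis and uptake, 3 rose, 2 fell and 10 did not pass, also when adjusted over the list alone (median 0.03, adjusted p = 0.578), led by INSIG1 with 1.32. Of 12 measured apoptosis regulators, 6 rose, 1 fell and 5 did not pass (6 higher and 2 lower when adjusted over the list alone; median 0.17, adjusted p = 0.0623, and 0.0298 with an intensity trend and robust prior, in a range of 0.0204 to 0.505), led by PMAIP1 with 1.23. With any 1 array left out, 3 apoptosis regulators rose, 1 to 3 genes of Toll-like receptor signaling fell, 1 to 4 genes of the MAPK list fell, and 1 to 3 genes of cholesterol synthesis and uptake rose and 0 to 1 fell. Of 9 measured leukocyte markers, 1 fell and 8 did not pass, also when adjusted over the list alone (adjusted p = 0.560), and 0 fell with the replicate number as a block or without SsnB replicate 1, vehicle control replicate 1 or vehicle control replicate 2, while with dim probe sets left out 1 of 3 rose and 0 fell, and with the mean of a gene's probe sets 1 of 9 rose and 1 fell. Of 6 lymphatic endothelial markers, RELN rose with 1.27, 2 fell (1 without SsnB replicate 2, without vehicle control replicate 1 or with the probe set of largest spread) and 3 did not pass, also when adjusted over the list alone (median -0.11, adjusted p = 0.558). Of 6 epithelial markers, 1 rose and 5 did not pass, also when adjusted over the list alone (median -0.10, adjusted p = 0.631), and 0 rose with the mean of probe sets, with the replicate number as a block, or without SsnB replicate 1 or vehicle control replicate 1. Of 9 measured housekeeping genes, TFRC with -1.06 (-1.30 to 0.08 in its other probe sets) and HPRT1 with -0.83 (-0.19 in a dim probe set) fell and 7 did not pass, also when adjusted over the list alone (median -0.0013, mean -0.17, adjusted p = 0.537, but 0.0183 from fry, in a range of 0.0183 to 0.687).

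ALDH3A1 rose and CYP1A1 fell, though both are targets of the aryl hydrocarbon receptor. Aryl hydrocarbon receptor activation cannot be told apart from other causes, since of its 7 other measured targets 3 rose (TIPARP, NQO1 and AHRR) and 4 did not pass. Induction of NRF2 targets is consistent with the rise of ALDH3A1, since 13 of 16 NRF2 targets other than NQO1 rose, but it does not account for the fall of CYP1A1. Whether a probe set reads another transcript could not be told, because the genes have 2 probe sets together, 1 each.

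The G2/M list fell further than the replication list, by a difference of -1.34 in mean log2 fold change (standard error 0.284, 63 genes, permutation p = 2.0e-05 from 100000 permutations of the genes, which are not independent replicates). A difference in expression level between the lists is argued against, since the difference was -1.38 (standard error 0.288) with the vehicle control level in the model. A smaller share of cells in G2 and mitosis in the SsnB plates is a candidate explanation that was not tested. The paper's flow cytometry at 24 h found more HUVECs in G1 and fewer in S phase with SsnB, in cells synchronized beforehand. A changed share of cells in each phase may therefore also contribute to the falls of the cell cycle lists, which these arrays cannot separate.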
